A study of Mus musculus with 847 samples.

How the data were processed

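The series holds RNA sequencing of 15 brain regions dissected from 59 C57BL/6JN mice of 7 ages, with 1 library for each region and mouse. The deposited values are a single table of read counts per gene symbol and library. Per the labels' protocols, RNA was isolated from homogenised tissue with an RNeasy kit, cDNA was made with Smart-Seq2, and libraries were tagmented with Nextera XT. Per the labels, the sequencing was unstranded. The labels name no aligner, counting program, genome build, annotation or filter, so genes are identified by the deposited symbols alone and no coordinates are given. The deposited counts were checked to be whole numbers of at least 0 with unequal library totals, and every column of the table carried the name of 1 labelled sample. Region, sex, age and mouse number were taken from the labels. Symbols that were not in the table, such as Clec7a, were not analysed here.

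The table held 21076 genes, of which 294 had no read in any library. Totals per library ran from 481444 to 26756735 reads, with a median of 6716032, and 10 libraries had fewer than 1e+06. A library had between 12482 and 18472 genes with at least 1 read, with a median of 15860. Because the reads carry no molecular identifiers, counting error understates the error of a single library, and spread between mice was used throughout. Because the libraries were unstranded, genes that overlap on opposite strands cannot be separated. Genes of the clustered protocadherin family (Pcdhb genes), the class I genes H2-Q6 and H2-Q7 and the haemoglobin genes have near-identical copies, so reads may be shared among them and their single values are uncertain.

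All linear models were fitted in R 4.3.3. Each region was fitted alone with the quasi-likelihood test of edgeR 4.0.16, TMM normalization factors and the filter of filterByExpr on the age and sex groups. Adjusted p-values are Benjamini-Hochberg values within a region and a contrast, and the threshold was 0.05. Change with age was the coefficient of age in months beside sex, in log2 per month. In a further fit, age was a factor and each later age was set against 3 months. A gene was called shared when it passed the threshold in the same direction in at least 10 of the 15 regions. The sexes were compared at the ages both have, from 3 to 21 months, with age as a factor for the difference in level and with an age by sex term for the difference in slope. Corpus callosum and motor cortex were compared through the age by region term of a joint fit. These p-values are 2-sided.

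A common score gave 1 number per library for the shared change. The mice were divided into 5 folds within age and sex. For each fold, the 100 genes with the largest mean signed statistic for age over the 15 regions were taken from the other mice. The score was the mean over those genes of the log2 CPM (counts per 1e+06 reads, prior count 2) relative to the training mice, with falling genes sign-reversed. No library was scored with genes chosen on its own mouse. Scores and the means of fixed gene lists were regressed on age and sex. Tests permuted ages among mice within sex, or sexes among mice within age, with 100000 resamples and the same permutation in every region. They were 2-sided except for the spread of slopes, where only a larger spread counted, and 1e-05 is the smallest p these permutations can give. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

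The comparisons, the tests, the alternatives, the rule for naming genes and 18 gene lists were fixed before the data were examined. The lists were activated and homeostatic microglia, interferon response, MHC class I, complement, reactive and general astrocytes, mature oligodendrocytes, oligodendrocyte precursors, neuroblasts with proliferation genes, neurons, endothelium, T cells, B and plasma cells, choroid plexus, blood, and female and male sex genes. Both lists of sex genes served to check the labels and were not tested as means. Any other list was tested as a mean in a region where at least 3 of its genes passed the filter, which left 15 lists. A list of 12 granulocyte genes and a set of 20 olfactory bulb genes were added later. Named genes are the sex genes and list members, the 10 genes shared by the most regions (ties broken by the larger mean change), and the 5 with the largest change in each direction in the regions with the most and the fewest calls, given a mean of at least 5 CPM. For the corpus callosum comparison and the age by sex term, the named genes are the 5 with the smallest adjusted p.

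The alternatives were RLE factors, no filter beyond 1 read, the Wald test of DESeq2 1.42.0, males alone, mice numbered 16 to 56 alone, mice with all 15 regions, library total and genes detected as covariates, and leaving out single mice. For models across all genes, 12 mice were left out in turn. For scores and lists, every mouse was. For scores, a z score per gene, a prior count of 0.5, 50 or 200 genes, and rising or falling genes alone were also tried. For the difference of score slopes between the sexes, total and genes detected were regressed out of the score beforehand, without age and sex in that fit. Mice 16 to 56 form a set of their own because mouse numbers follow the groups. All 12- and 26-month mice have numbers 1 to 15, the 28-month mice are 57 to 59, and the males and females of the other ages have numbers 16 to 36 and 37 to 56. The labels give no batch, so a batch that follows these numbers can be neither named nor excluded from them.

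Libraries with the same mouse number come from 1 animal, per the labels, and so are paired across regions. After group means were removed, the correlation of common scores between regions of the same mice had a median of 0.0631 over 105 pairs of regions, and 44 pairs exceeded 0.1. For corpus callosum and motor cortex it was 0.141 over 57 mice.

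The following steps were tested on simulated data: counts drawn for the real genes from the real libraries' means, with 200 genes changed. For a planted slope of 0.03 log2 per month among 13973 genes of motor cortex, edgeR recovered 99.5% and DESeq2 100% of the changed genes. The recovery was 89% for entorhinal cortex (14413 genes), 82% for the age by sex term in motor cortex (13807 genes), and 94% for corpus callosum against motor cortex (13788 genes). For a change of 0.54 log2 at 21 months it was 98.5%, and for a sex difference of 0.3 log2 it was 96.5%. Common scores in 14 regions with a planted slope of 0.03 gave slopes from 0.0297 to 0.0304, and the region without gave 0.00016. False calls made up 8.72% of the calls in entorhinal cortex and 5.75% for the age by sex term, above the 5% that the threshold implies, and between 4.08% and 4.93% in the other tests. The changed genes were taken from the more abundant ones. The median size of the real calls was 0.0086 log2 per month in motor cortex and 0.059 in entorhinal cortex. The simulated libraries were drawn independently, without a batch or tissue taken along. Recovery of smaller changes and false calls in the real libraries may therefore differ from these values.

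For models across all genes, the group labels of the mice were also reassigned at random. Each of these results was compared with 21 splits of the mice, the real one included. Duplicates were looked for with a chi-square test of the counts over 1625 pairs of libraries of the same region, sex and age. In every pair the counts differed by more than repeated sampling of 1 library would allow, with a lowest chi-square per degree of freedom of 1.04 (p = 0.000171). The test cannot exclude a second library made from the same RNA, and pairs from different groups were not compared.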

Results

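The data are read counts of 847 RNA sequencing libraries from 15 brain regions of 59 mice, 25 females and 34 males. At 3, 12, 15 and 18 months there were 5 females and 5 males, at 21 months 5 females and 6 males, at 26 months 5 males and at 28 months 3 males. Each region had between 51 and 59 libraries, each group of region, sex and age had between 2 and 6, and 37 mice had all 15 regions. The median total per library was 6716032 reads, with a range from 481444 to 26756735. By age, the median total lay between 6327600 reads at 18 months and 7490200 at 28 months. By region, it lay between 5246100 in caudate putamen and 10062000 in medulla. Region accounted for a median of 73.5% of the variance of a gene's log2 CPM over 11005 genes. Age beside region accounted for a median of 0.546%, sex for 0.0444% and the mouse for 1.94%. These shares are not corrected for the number of coefficients, which is by far the largest for the mouse. A term with more coefficients takes up more variance by chance, so the shares of mouse, age and sex cannot be ranked against each other.

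The sex genes checked the labels. Xist had a median of 325 CPM in 362 female libraries and 1.15 CPM in 485 male libraries. The sum of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a median of 165 CPM in male libraries and 0 in female libraries. The Y-linked sum followed the labelled sex in every library, with a minimum of 104 CPM in male libraries. Xist did so less sharply, with a minimum of 56.5 CPM in female libraries, and a pair of libraries carried both signals. A male library of subventricular zone (mouse 3, 12 months) had Xist at 116 CPM, where no other male library exceeded 14.7 CPM. A female library of posterior hippocampus (mouse 38) had the Y-linked genes at 24.2 CPM, where no other female library exceeded 5.01 CPM. Both had the sex genes of their label at a high level.

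**Figure D1:**
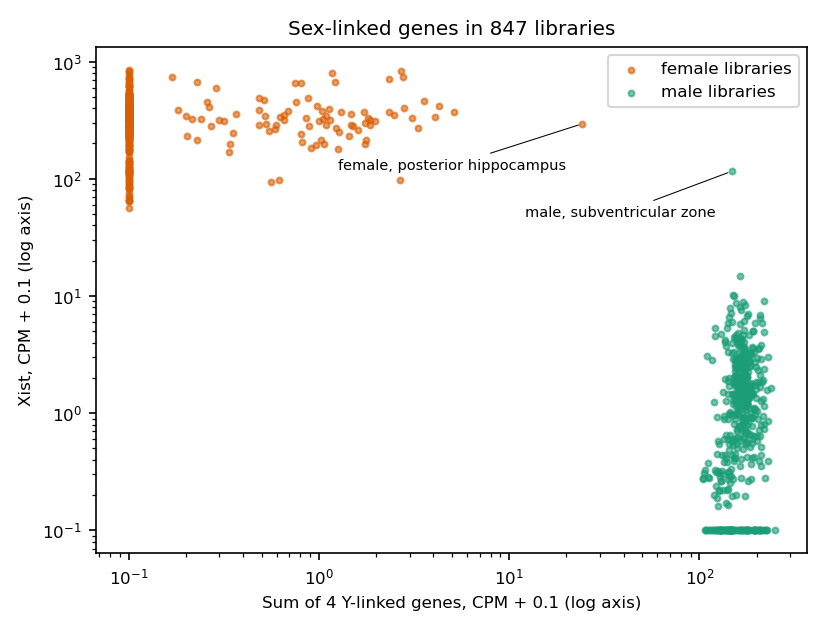
Xist against the sum of 4 Y-linked genes in 847 libraries, in CPM plus 0.1 on log axes, with 1 point per library coloured by the labelled sex. Female and male libraries form separate groups, and the 2 named libraries carry both signals.

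Region labels were compared with the profiles by correlating each library with the mean of every region over 2000 genes. Of the 847 libraries, 19 were nearest to another region, 8 of them posterior hippocampus libraries nearest to anterior hippocampus. The largest discrepancy was an entorhinal cortex library of mouse 52 (female, 21 months), with r = 0.947 to medulla and 0.535 to entorhinal cortex across these genes, which are not independent replicates. This library was kept, and the gene counts, named genes and score slope of entorhinal cortex were also computed without it.

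The first comparison asked which genes change with age in each region. The number of genes past the threshold ranged from 33 in entorhinal cortex to 3042 in choroid plexus. Choroid plexus had 1683 rising and 1359 falling genes among 14648 tested. Corpus callosum had 2682 genes (1391 rising), cerebellum 2609 (1450 rising), motor cortex 2432 (1181 rising) and olfactory bulb 2403 (1113 rising). Between these and the lowest counts lay caudate putamen with 1917 genes, anterior hippocampus with 1628, medulla with 1570, visual cortex with 1510, subventricular zone with 1253, hypothalamus with 1080 and posterior hippocampus with 957. Pons had 828 genes, of which 672 rose and 156 fell, and thalamus had 684. Differences between these counts were not tested, and spread between libraries differs between regions. In hypothalamus, a random reassignment of ages among the mice gave 1226 genes, more than the real ages did. The alternative that moved a count the most was the restriction to males, which left 2 genes in entorhinal cortex and 780 in choroid plexus. Choroid plexus then had fewer genes than several other regions, such as olfactory bulb (1396), corpus callosum (1374) and caudate putamen (1099). With the mean of the choroid plexus list as a covariate, caudate putamen had 3353 genes, corpus callosum 3134, cerebellum 2633 and choroid plexus 2586. The first rank of choroid plexus thus depends on the setting, while entorhinal cortex stayed lowest with males alone and with this covariate (114). Mice 16 to 56 hold the ages of 3, 15, 18 and 21 months, which alternate along the mouse numbers. In these mice alone, choroid plexus had 2618 genes, olfactory bulb 2311, motor cortex 1687, cerebellum 1675 and corpus callosum 1158.

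**Figure D2:**
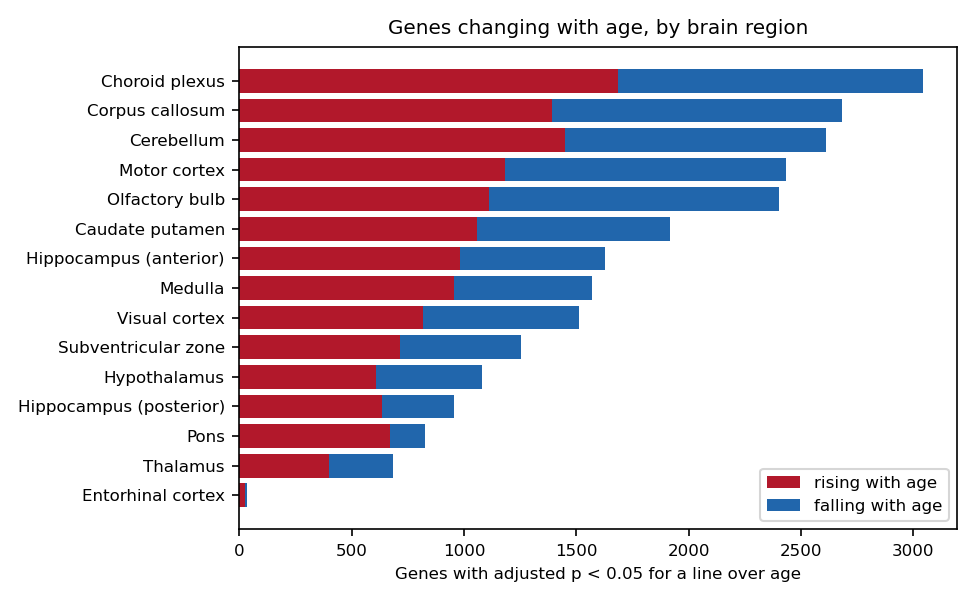
Number of genes with an adjusted p under 0.05 for a line over age in each of 15 regions, split into rising and falling genes (edgeR, 51 to 59 libraries per region). Choroid plexus had the most with 3042 and entorhinal cortex the fewest with 33.

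In choroid plexus, the largest rises among the genes past the threshold with a mean of at least 5 CPM were those of C3 (0.13 log2 per month, SE 0.011, adjusted p = 9.6e-14), C4b (0.13, SE 0.0081, adjusted p = 4.6e-19), Lyz2 (0.13, SE 0.0098, adjusted p = 8.1e-15), Sult1c1 (0.10, SE 0.014, adjusted p = 1.3e-07) and Cd74 (0.10, SE 0.013, adjusted p = 1.1e-08). C4b went from 29.3 ± 7.47 CPM at 3 months (SD, n = 10) to 223 ± 55.6 CPM at 28 months (SD, n = 3). The largest falls were those of C1ql2 (-0.059, SE 0.016, adjusted p = 0.00648), Rasl10a (-0.057, SE 0.015, adjusted p = 0.00513), Neurod1 (-0.046, SE 0.017, adjusted p = 0.0417), Gpr17 (-0.045, SE 0.0042, adjusted p = 2.1e-12) and Sstr4 (-0.043, SE 0.015, adjusted p = 0.0310). C1ql2, Rasl10a, Neurod1 and Sstr4 did not pass the threshold with males alone. C1ql2 varied widely among the young libraries, at 23.1 ± 21.4 CPM (SD, n = 10) at 3 months. Over the 57 choroid plexus libraries, Ttr, which is abundant in choroid plexus, ranged from 512 to 11228 CPM. In profile, 3 of these libraries were nearest to another region. The share of neighbouring tissue may thus differ between libraries, and whether the falls follow it was not tested.

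In entorhinal cortex, 27 genes rose and 6 fell. Without the library of mouse 52, 13 genes passed the threshold, all of them among the 33, and 1065 genes had an unadjusted p under 0.05. Among genes with a mean of at least 5 CPM, the largest rises were in the protocadherin genes Pcdhb8 (0.058 log2 per month, SE 0.0086, adjusted p = 9.98e-05), Pcdhb6 (0.048, SE 0.0088, adjusted p = 0.00317), Pcdhb9 (0.036, SE 0.0059, adjusted p = 0.00069), Pcdhb21 (0.032, SE 0.0058, adjusted p = 0.00303) and Pcdhb14 (0.026, SE 0.0056, adjusted p = 0.0241). Reads may be shared among these near-identical genes, so the value of each is uncertain. The largest falls were those of Gpr17 (-0.031, SE 0.0054, adjusted p = 0.00231), Zmym1 (-0.025, SE 0.0048, adjusted p = 0.00462), Trim17 (-0.019, SE 0.0042, adjusted p = 0.0306), B3galt1 (-0.014, SE 0.0033, adjusted p = 0.0307) and Ing1 (-0.013, SE 0.0029, adjusted p = 0.0306). Trim17, B3galt1 and Ing1 lost the threshold without the library of mouse 52, with adjusted p = 0.0696, 0.0785 and 0.0679. With males alone, 2 genes passed in this region, so most of the named genes lost the threshold there.

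The next comparison asked at which age differences from the youngest mice appear. Summed over the 15 regions, the numbers of genes that differed from 3 months were 3784 at 12 months, 2758 at 15 months, 6153 at 18 months, 15001 at 21 months, 9273 at 26 months and 13619 at 28 months. The comparisons share the 3-month libraries and so share their chance values. The 26- and 28-month groups held males alone, and the 28-month group held 3 mice. Males alone gave 904, 459, 1809, 5449, 6759 and 11233 genes at the same ages. The count at 28 months was lowest without mouse 59, at 9018.

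By region, the highest counts were 3617 genes in medulla at 28 months and 3336 in choroid plexus at 21 months. In choroid plexus the neighbouring ages gave 403 genes at 18 months and 383 at 26 months, and males alone gave 495 genes at 21 months. At 12 months, thalamus had 782 genes, subventricular zone 367 and anterior hippocampus 274, while the same regions had 67, 22 and 27 at 15 months. All 12-month mice carried numbers from 1 to 15, as did the 26-month mice, so the difference between 12 and 15 months coincides with a block of mouse numbers. In medulla, 518 genes differed at 26 months, and males alone gave 381 genes at 26 months and 3772 at 28. The 28-month mice are numbers 57 to 59, so the high medulla count at that age also coincides with a block of mouse numbers.

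**Figure D3:**
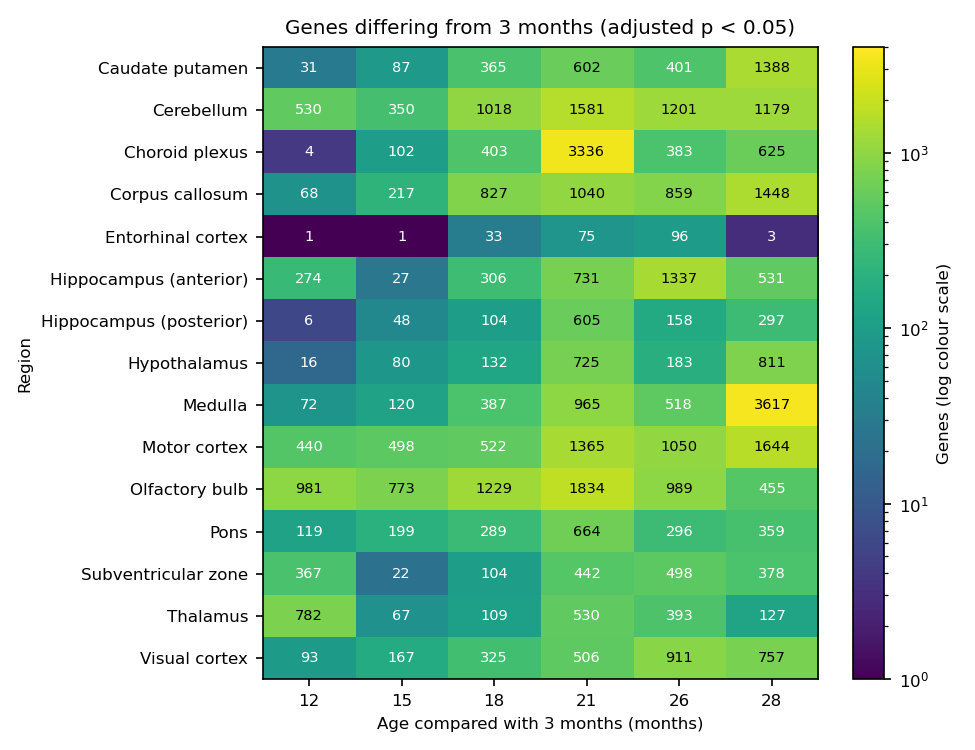
Number of genes that differ from 3 months in each region (vertical axis) at each later age in months (horizontal axis), at an adjusted p under 0.05, with colour on a log scale. Counts were highest in medulla at 28 months (3617) and choroid plexus at 21 months (3336), and thalamus had more at 12 months (782) than at 15 (67).

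Genes that changed in most regions were then counted. Of 16000 genes tested in any region, 9332 passed the threshold for age in at least 1 region, 4007 of them in exactly 1. In at least 10 regions, 286 genes passed in the same direction, 232 rising and 54 falling, and 625 genes passed in both directions in different regions. The count of shared genes was 511 for at least 8 regions and 124 for at least 12, and with mice 16 to 56 alone it was 108 for at least 10. Olfactory bulb had the largest share of genes past the threshold in that region alone, 31.0% (745 genes).

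In all 15 regions, 7 genes passed in the same direction. These were H2-Q6 (mean slope over regions 0.094 log2 per month, range 0.046 to 0.13), Pcdhb8 (0.046), Pcdhb6 (0.044), Gpr17 (-0.041, range -0.062 to -0.022), Pcdhb9 (0.036), Pcdhb14 (0.029) and Zmym1 (-0.021, range -0.033 to -0.010). C4b (0.11, range 0.031 to 0.17), H2-Q7 (0.088) and Fcgr2b (0.054) rose past the threshold in 14 regions. The Pcdhb, H2-Q6 and H2-Q7 values are uncertain because copies may share reads. In corpus callosum, C4b went from 25.4 ± 7.11 CPM at 3 months (SD, n = 10) to 475 ± 148 CPM at 28 months (SD, n = 3). In the same tissue, Gpr17 went from 53.6 ± 6.76 CPM at 3 months to 32.0 ± 3.37 at 12 months (SD, n = 9) and 26.0 ± 5.85 at 28 months.

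The common score measured the shared change with 1 number per library. Of the genes used, 85 were chosen in all 5 folds, 79 of them rising and 6 falling. The score rose with age in all 15 regions, with a permutation test over 100000 reassignments of age. The slope was 0.057 log2 per month in cerebellum (SE 0.0041), 0.056 in medulla (SE 0.0029), 0.054 in pons (SE 0.0029), 0.052 in corpus callosum (SE 0.0027) and 0.051 in choroid plexus (SE 0.0040). It was 0.043 in caudate putamen, 0.041 in thalamus, 0.040 in hypothalamus and in subventricular zone, 0.032 in anterior and 0.031 in posterior hippocampus. The lowest slopes were 0.025 in entorhinal cortex (SE 0.0059; 0.023 without replicate 52), 0.024 in motor cortex (SE 0.0014), 0.020 in visual cortex (SE 0.0026) and 0.015 in olfactory bulb (SE 0.0030). Adjusted p-values were 0.00018 in entorhinal cortex, 2.1e-05 in olfactory bulb and 1.2e-05 in each of the other 13 regions, whose raw p was 1e-05, the smallest the permutations can give. Every alternative gave a rising slope past the threshold in every region. The z score per gene, which has another scale, gave the highest slopes, and falling genes alone gave 0.0149 in medulla.

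**Figure D4:**
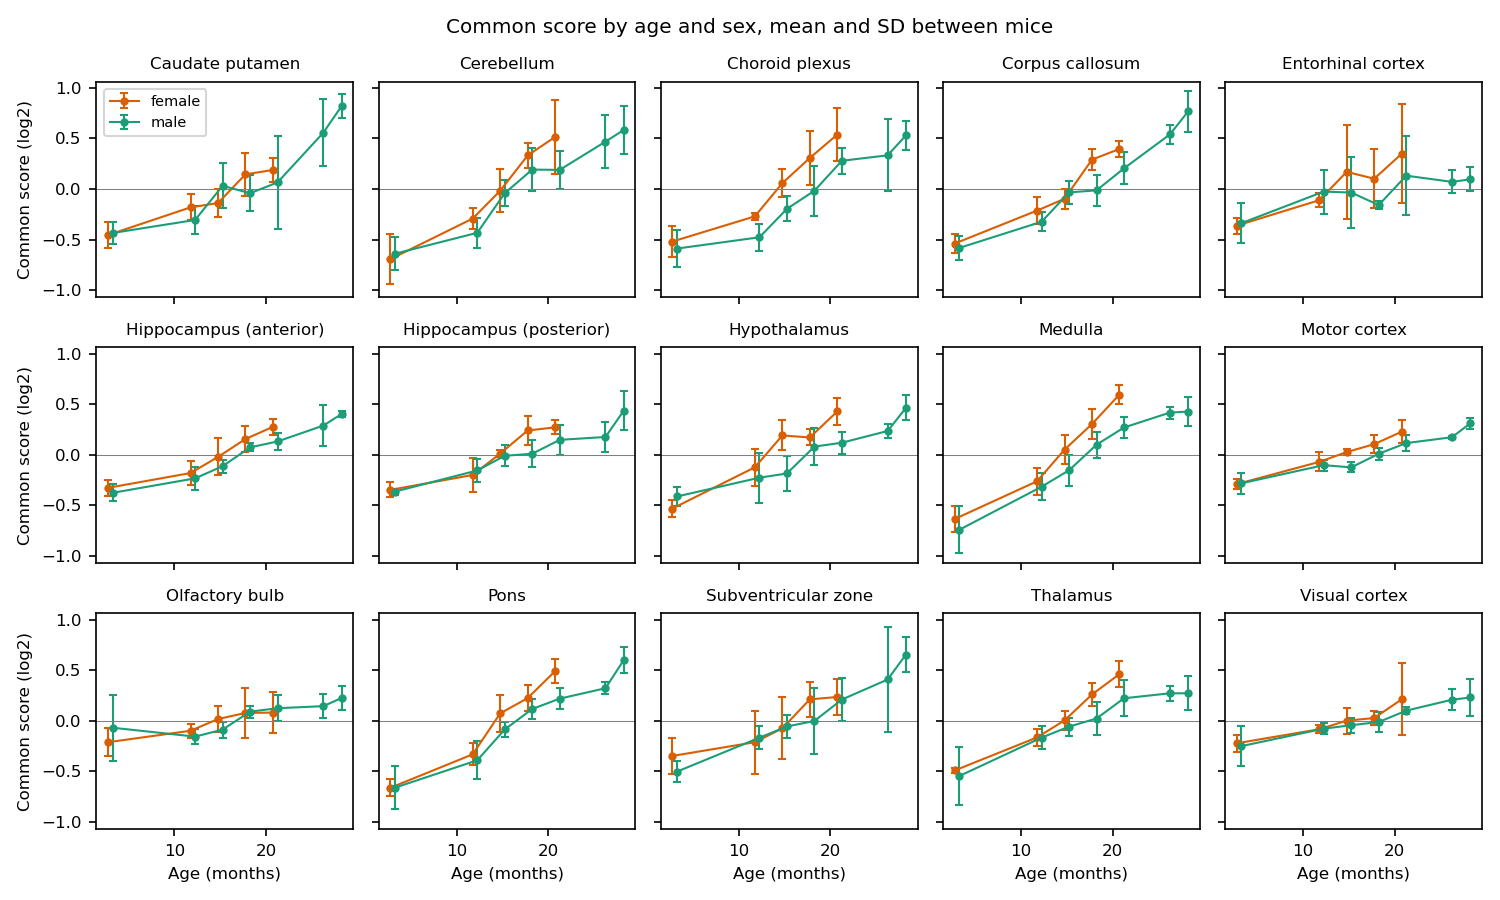
Common score (log2, vertical axis) against age in months in each of 15 regions, as means with SD between mice for females and males. The score rose in every region, by 0.057 per month in cerebellum and by 0.015 in olfactory bulb.

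Regions differed in this slope. After the mean of each mouse over its regions was subtracted, the SD of the 15 slopes was 0.0137, with a 1-sided permutation p of 1e-05. The title of the series names white matter tracts, and corpus callosum is the white matter region of the set. Its slope exceeded the mean of the other 14 regions by 0.0144 per month (2-sided permutation p = 1e-05). The smallest value of this difference under any alternative was 0.0091 with mice 16 to 56 alone (permutation p = 0.00154). The slopes of cerebellum, medulla, pons and choroid plexus also exceeded the mean of the other regions, by 0.0192, 0.0187, 0.0165 and 0.0128 (adjusted permutation p = 2.5e-05, 2.5e-05, 0.00045 and 0.00479). Corpus callosum was thus 1 of 5 regions with a slope above the mean of the others past the threshold.

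A direct comparison of corpus callosum with motor cortex tested the age by region term for each gene. Of 14732 genes, 481 differed in slope, with 315 higher in corpus callosum and 166 lower. Among them, 285 rose and 119 fell in corpus callosum past the threshold of its own line, 143 passed in motor cortex, and 17 passed in both regions in opposite directions. The lowest count was 410 genes, both with no filter and without mouse 25. The genes with the smallest adjusted p were Ctss, S100b, Cd52, Rida and Serpina3n. The slope of Serpina3n was 0.12 log2 per month higher in corpus callosum (SE 0.014, edgeR adjusted p = 3.5e-11), and its level went from 6.36 ± 1.57 CPM at 3 months (SD, n = 10) to 65.5 ± 27.6 at 28 months (SD, n = 3). In motor cortex, Serpina3n went from 13.9 ± 1.18 to 20.1 ± 1.77 CPM between the same ages. The difference was 0.097 for Cd52 (SE 0.011, edgeR adjusted p = 1.1e-11), 0.040 for Ctss (SE 0.0042, edgeR adjusted p = 2.2e-12), 0.032 for Rida (SE 0.0036, edgeR adjusted p = 2.6e-11) and 0.029 for S100b (SE 0.0030, edgeR adjusted p = 2.2e-12). S100b rose by 0.028 per month in corpus callosum and had a slope of -0.0010 in motor cortex (edgeR adjusted p = 0.762).

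The sexes were compared at 3 to 21 months. Summed over regions, 6381 genes differed in level, which were 5132 different genes, and 14 genes differed in at least 10 regions. In all 15 regions the differing genes were Xist, Tsix, Ddx3x, Ddx3y, Eif2s3x, Eif2s3y, Kdm5c, Kdm5d, Kdm6a and Uty. Xist was lower in males by a mean of -7.97 log2 and Ddx3y was higher by 9.16 log2. Other factors, no filter and DESeq2 gave between 6080 and 6865 genes, and leaving out each of 12 mice gave between 5274 and 7551. Medulla gave the largest part of the sum, with 3542 genes, of which 1474 were higher and 2068 lower in males. Hypothalamus had 780 genes, posterior hippocampus 651, motor cortex 529 and olfactory bulb 297. Males and females of 3, 15, 18 and 21 months have separate ranges of mouse numbers, while the numbers of 12-month mice alternate between the sexes. With 12-month mice alone, 8 genes differed in medulla, 214 in hypothalamus, 7 in posterior hippocampus and 8 in motor cortex. With mice 16 to 56 alone, the counts were 3559, 683, 93 and 455.

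The slope over age differed between the sexes for 147 genes summed over regions, 115 different genes, and 13691 gene and region pairs had an unadjusted p under 0.05. In cerebellum 79 genes differed, 75 of them with a higher slope in females. The named genes were Lcn2, Ltf, Chil3, S100a9 and Mpo, all in cerebellum, with slopes higher in females by 1.13, 1.25, 1.17, 1.09 and 1.23 log2 per month. The edgeR adjusted p-values ran from 3.9e-06 for Lcn2 and Ltf to 1.2e-05 for Mpo. These values rested on 2 libraries. Lcn2 was 32.7 ± 54.9 CPM in 21-month females (SD, n = 5), with 130 CPM in a single library, and 18.4 ± 25.0 CPM in 3-month males (SD, n = 5), with 60.7 CPM in a single library. Without the cerebellum libraries of mice 40 and 25, 3 genes differed in cerebellum, 71 were left in the sum over regions, and none of the 5 named genes passed the threshold. With either of these libraries left out alone, all 5 named genes still passed. The alternative that raised the sum the most was the absence of a filter, with 291 genes. Of 21 assignments of sex to the mice, 4 gave as many genes as the real one, which was among them.

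The common score rose faster in females than in males in 14 of 15 regions. The mean difference over regions, computed after the data were seen, was 0.0096 per month (2-sided permutation p = 0.0005), from a mean slope of 0.044 in females and 0.035 in males. By region, the difference passed the threshold in hypothalamus alone, at 0.0209 per month (adjusted permutation p = 0.00915), with slopes of 0.052 in 24 females and 0.031 in 25 males. That call was lost with depth covariates, where the difference was 0.0072, and with 200 genes, where it was 0.0153. In posterior hippocampus it was 0.0091 (adjusted permutation p = 0.269), and subventricular zone was the region with a lower slope in females (-0.0037, adjusted permutation p = 0.657).

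Gene lists fixed beforehand were followed over age as means of log2 CPM. Averaged over regions, the slope was 0.052 per month for activated microglia, 0.048 for complement, 0.040 for interferon response, 0.035 for MHC class I and 0.033 for reactive astrocytes, each rising in 15 of 15 regions. T cell genes rose by 0.035 per month in all 7 regions where they could be tested. Homeostatic microglia genes had a mean slope of 0.013 per month over all 15 regions, with a rise in 13 of them. Oligodendrocyte precursor genes (-0.0065) and neuroblast and proliferation genes (-0.015) fell in 14 and 12 of 15 regions, respectively. For these lists the adjusted permutation p was 1.7e-05. Mature oligodendrocyte genes had a mean slope of 0.0099 per month over all 15 regions, with a rise in 12 of them and 3 regions past the threshold, and neuron genes had a slope of -0.0037 (adjusted permutation p = 0.000314 for both). General astrocyte (0.00055, adjusted permutation p = 0.468), endothelial (0.00081, 0.567), choroid plexus (0.0069, 0.468) and blood genes (0.012, 0.583) had no mean slope past the threshold, although general astrocyte genes passed in 4 single regions and endothelial and blood genes in 1 each. B and plasma cell genes could not be tested as a mean, with 4 of 10 genes in the table. Of those, Jchain rose past the threshold in 4 of the 10 regions where it was tested. With mice 16 to 56 alone, the slopes of general astrocyte, endothelial, choroid plexus and blood genes were negative, and that of blood genes was -0.0094.

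**Figure D5:**
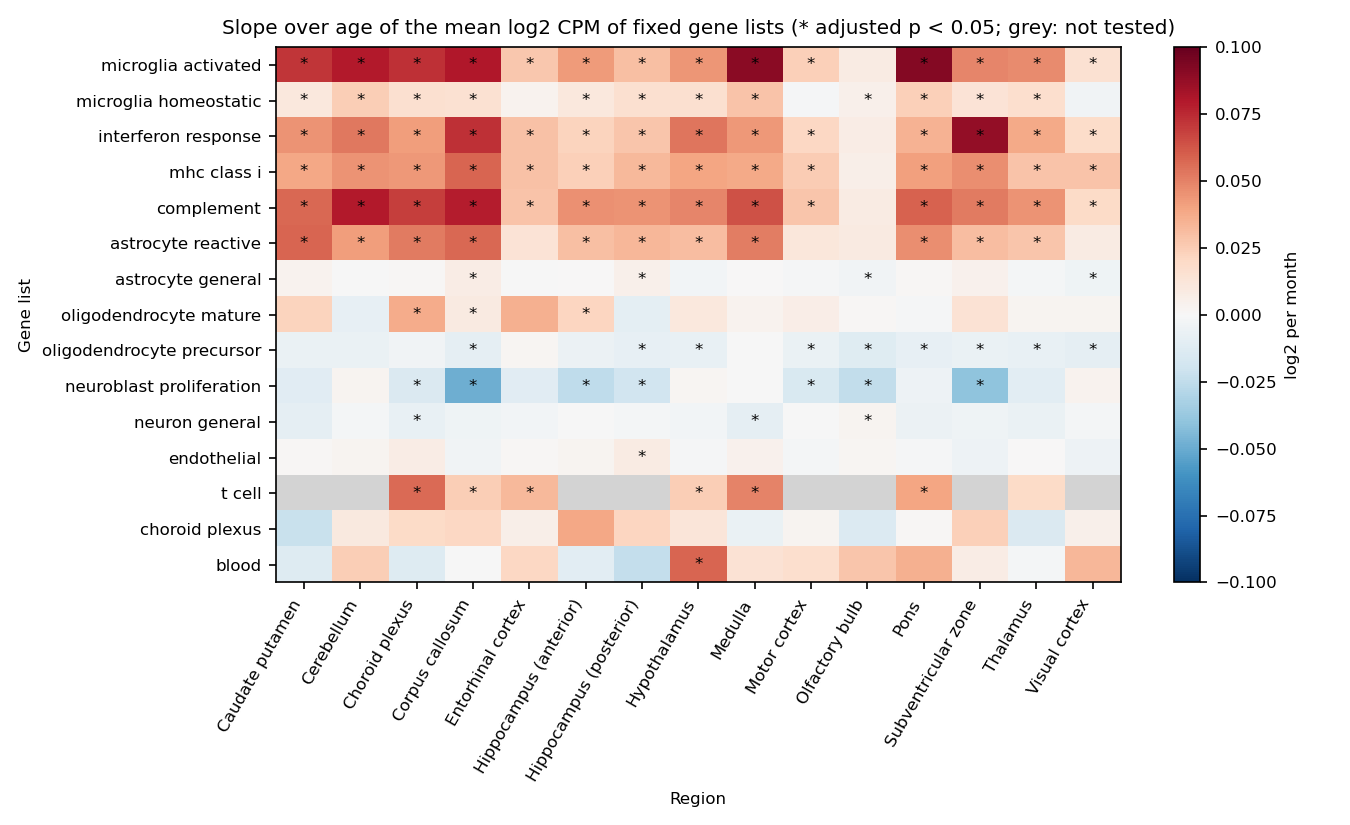
Slope over age (log2 per month, colour) of the mean log2 CPM of 15 fixed gene lists in each of 15 regions, with stars for adjusted permutation p under 0.05 and grey where fewer than 3 genes could be tested. Activated microglia, interferon response, MHC class I and complement lists passed the threshold in 14 of 15 regions each.

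Gene by gene, and counted over regions, 140 of 207 pairs of an activated microglia gene and a region passed the threshold over all genes, all of them rising, and 156 passed when adjusted over the list alone. For the other lists, pairs past the threshold in either direction, over all genes and adjusted over the list alone, were 111 and 126 of 180 for homeostatic microglia, 130 and 160 of 195 for interferon response, 103 and 122 of 135 for MHC class I, and 72 and 80 of 104 for complement. They were 74 and 85 of 143 for reactive astrocytes, 24 and 32 of 150 for general astrocytes, 40 and 67 of 180 for mature oligodendrocytes, and 32 and 40 of 150 for oligodendrocyte precursors. For neuroblasts they were 48 and 59 of 134, for neurons 23 and 25 of 180, for endothelium 20 and 27 of 150, and for T cells 15 and 19 of 38. For B and plasma cells they were 4 and 5 of 15, for choroid plexus 15 and 20 of 139, and for blood 16 and 20 of 78. Over all genes, falls made up 28 of the 32 pairs of oligodendrocyte precursors, 46 of the 48 of neuroblasts, 17 of the 23 of neurons and 3 of the 111 of homeostatic microglia. Female sex genes gave 11 and 14 of 30, and male sex genes 0 and 1 of 60.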

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

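Chosen only after the result was seen were the test of library depth, the mean difference between the sexes, the comparison of single regions other than corpus callosum with the rest, the tests of the entorhinal library of mouse 52, and the tests of granulocyte genes and of both cerebellum libraries.

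The common scores of 14 libraries lay far from the rest of their group of the same region, sex and age, among 159 groups of 4 to 6. Chance flags about 1 in 20 groups, which is 7.95 groups here. Lower than their group were mouse 16 in caudate putamen (-0.83, others from 0.055 to 0.52), mouse 9 in posterior hippocampus (-0.36, others from -0.12 to -0.072), mouse 37 in medulla (-0.86, others from -0.61 to -0.54), mouse 37 in olfactory bulb (-0.45, others from -0.19 to -0.093) and mouse 11 in motor cortex (0.15, others from 0.18 to 0.19). Higher than their group were mouse 49 in caudate putamen (-0.23), mouse 13 in choroid plexus (-0.22), mouse 37 in corpus callosum (-0.39), mouse 20 in entorhinal cortex (0.89), mouse 10 in posterior hippocampus (0.085), mouse 44 (0.76) and mouse 36 (0.48) in medulla, mouse 51 in motor cortex (0.26) and mouse 54 in subventricular zone (0.46). Each of the 5 low libraries had the lowest total of its group, such as 548010 reads for mouse 16. None of the 9 high libraries did.

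Depth is a candidate explanation for the low scores. Across all 847 libraries, score and log10 total, both taken relative to the group, had a Pearson r of 0.273 and a Spearman rho of 0.259 (2-sided permutation p = 1e-05 for each, the smallest the permutations can give). Without the 2 libraries with totals farthest from the median, r was 0.255, and without the 14 libraries it was 0.266. Median totals per age lay between 6.33e+06 and 7.49e+06 reads, and with depth covariates the slope stayed past the threshold in all regions. Among the high libraries, that of mouse 20 was nearest to choroid plexus in profile, with Ttr at 0.473 CPM. Ttr, which is abundant in choroid plexus, was at 2238 CPM in that of mouse 49 in caudate putamen (median of the region 0.382, highest 2879) and at 2592 CPM in that of mouse 54 in subventricular zone (median 240, highest 7982). Choroid plexus tissue may thus be present in both, and whether it raises the score was not tested. For the high libraries no explanation was tested, and the design gives no biological one within a group.

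The score slope differed between the sexes, by a permutation of the sex labels, in hypothalamus (0.0209 per month higher in females, n = 24 and 25) and in the mean over regions (0.0096, higher in females in 14 of 15 regions). Depth covariates left 0.0072 in hypothalamus and 0.0095 in the mean. RLE factors left 0.0097 in the mean, and mice 16 to 56, in which ages alternate along the mouse numbers within each sex, left 0.0095. These values argue against depth, normalization and the block of 12-month mice as the whole cause of the mean difference. Depth was regressed out of the score without age and sex, which also removes a change with age that goes along with depth. The smaller value in hypothalamus therefore cannot decide whether depth accounts for the call there. A difference between the sexes in the shared change with age stays open as a hypothesis. Males and females of most ages come from separate ranges of mouse numbers, so a batch acting on both age and sex stays open too.

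The score slope also differed between regions, by permutation of ages. Above the mean of the other regions were cerebellum (0.0192), medulla (0.0187), pons (0.0165), corpus callosum (0.0144) and choroid plexus (0.0128). Below it were olfactory bulb (-0.0257), visual cortex (-0.0197), motor cortex (-0.0156), entorhinal cortex (-0.0147), posterior hippocampus (-0.0087) and anterior hippocampus (-0.0070). Without the library of mouse 52, which may hold medulla tissue, entorhinal cortex was at -0.0165. With depth covariates corpus callosum was at 0.0142, and with RLE factors at 0.0147, which argues against depth and scaling as the whole cause there. Choroid plexus tissue taken along with corpus callosum was tested with the mean of the choroid plexus genes as a covariate. The number of genes changing with age in corpus callosum was then 3134 against 2682 without. Such tissue thus does not account for the size of that count. Whether the same genes passed was not compared, and no score slope was fitted with this covariate. Differences in cell composition between regions were not tested, and a regional difference in the change with age stays open.

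Between corpus callosum and motor cortex, 481 genes differed in slope by a test of the age by region term. Of 21 splits of the mice by age, the real one included, 1 gave as many genes, the real one, and the highest other count was 37. With the replicate block, 512 genes differed, so variation between mice does not remove the difference. RNA content and cell composition of the tissues may differ in ways no table here measures.

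Between the sexes, 147 genes differed in slope by a test of the age by sex term. Of 21 splits of the mice by sex, 4 gave as many genes, with a highest other count of 1149, so the total does not stand apart from random assignments. In cerebellum, 79 genes differed, and 3 without the libraries of mouse 40 (female, 21 months) and mouse 25 (male, 3 months). The number was 29 without mouse 40 alone and 32 without mouse 25 alone. RNA from granulocytes in these libraries is a candidate source. All 12 of a list of other granulocyte genes, made after the 5 named genes were seen, were highest in the library of mouse 40. Their sum was 2044.8 CPM there and 529 CPM in that of mouse 25, against a median of 5.85 CPM and a highest value of 219 CPM over the other 56 libraries. The most abundant, S100a8, had 1064.3 and 280 CPM against a median of 3.07 and a highest other value of 113. The library of mouse 25 thus stands less far apart, and Ctsg was higher in another library (1.45 CPM) than in it (0.628 CPM). Blood or marrow left in the tissue and an immune response in these animals cannot be separated with these values, and no biological explanation beyond sex and age was tested.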

How the results depend on the processing

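All settings below were fixed beforehand except those named here, which were chosen after seeing the data: leaving out entorhinal cortex replicate 52, leaving out the cerebellum libraries of mice 40 and 25, and every setting of the mean difference between the sexes and of single regions other than corpus callosum against the rest. The cause was not tested for any of the changes below unless it is named.

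The slope of the common score rose past the threshold in all 15 regions under each of the 11 settings tried and without any single mouse (highest adjusted p 0.0144, in entorhinal cortex). The spread of slopes over regions stayed past the threshold, between 0.0134 and 0.0185 under the settings and between 0.0133 and 0.0144 without single mice, as did the difference of corpus callosum from the other regions, between 0.0091 and 0.0223. With the mouse as a replicate block the latter was 0.0140 (permutation p = 1e-05). For genes that differ in slope between corpus callosum and motor cortex, the replicate block gave 512 genes over 57 mice, 412 of them among the 481. The block changed no other call, single genes and single regions included. The mean difference between the sexes was positive and past the threshold under each setting, from 0.0052 with 200 genes to 0.0149 with 50 genes.

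The count of genes that change with age moved by over 1.5 times in 34 of 105 combinations of region and setting. With mice 16 to 56 alone, which leaves fewer mice, it was 853 in caudate putamen, 1675 in cerebellum, 1158 in corpus callosum, 934 in anterior and 612 in posterior hippocampus, 530 in hypothalamus, 806 in medulla, 492 in subventricular zone and 768 in visual cortex. With males alone, again fewer mice, it was 1099 in caudate putamen, 780 in choroid plexus, 1374 in corpus callosum, 2 in entorhinal cortex, 1024 in anterior and 389 in posterior hippocampus, 326 in hypothalamus, 1396 in olfactory bulb and 232 in thalamus. With the 37 mice that have all regions, it was 728 in caudate putamen, 1330 in cerebellum, 1546 in corpus callosum, 63 in entorhinal cortex, 413 in anterior and 340 in posterior hippocampus, 572 in medulla, 1484 in motor cortex, 1345 in olfactory bulb, 288 in subventricular zone, 207 in thalamus and 369 in visual cortex. The rise in entorhinal cortex goes against the loss of mice. Depth covariates gave 14 genes in entorhinal cortex, 524 in posterior hippocampus and 1393 in pons. With no filter, entorhinal cortex had 61 genes. With each of 12 mice left out in turn, it had between 19 (without mouse 25 or 37) and 41, and 13 without replicate 52. RLE factors and DESeq2 moved no region's count by over 1.5 times.

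With males alone, the genes that differed from 3 months numbered 904 at 12 months, 459 at 15, 1809 at 18 and 5449 at 21, where fewer mice enter. Depth covariates gave 2276 at 12 months. With each of the 12 mice left out, the count at 28 months lay between 9018 (without mouse 59, which leaves 2 mice) and 13858. Shared genes numbered 108 with mice 16 to 56 alone, 122 with males alone, 511 for at least 8 regions and 124 for at least 12, the last pair by construction.

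The count of genes with an age by sex term was 291 with no filter. Without the cerebellum library of mouse 40 it was 97, without both libraries 71, and with each of the 12 mice left out it ran from 69 (without mouse 25) to 164. DESeq2 gave 208 genes, with 62.5% of slopes higher in females, where all but 15 of the 147 were higher in females with edgeR. The sum of genes that differ between the sexes stayed within 1.5 times with RLE factors, no filter, DESeq2 and each of the 12 mice left out. Single regions moved further with mice 16 to 56 alone. Caudate putamen then had 266 genes against 79 in the main fit, visual cortex 178 against 42, and posterior hippocampus 93 against 651.

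The difference of score slopes between females and males lost the threshold in hypothalamus with depth covariates (0.0072, adjusted p = 0.403) and with 200 genes (0.0153, adjusted p = 0.054), and kept it under the other 5 settings. It passed in posterior hippocampus with 50 genes (0.0158, adjusted p = 0.0257). Signs reversed, none past the threshold, in subventricular zone with 50 genes (0.00048) and in olfactory bulb with 200 genes (-0.00083). Over single mice left out, the difference lay between -0.0012 and 0.0098 in olfactory bulb, between -0.0059 and 0.00038 in subventricular zone, between -0.0020 and 0.0079 in visual cortex, and between 0.0082 and 0.0177 in thalamus, where it passed the threshold once.

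Among regions set against the mean of the others, cerebellum, medulla, pons, choroid plexus, motor cortex, visual cortex and olfactory bulb kept sign and threshold under each setting. With the z score, anterior hippocampus reversed (3.8e-06), posterior hippocampus lost the threshold (-0.0028) and subventricular zone reversed (-0.0023). With mice 16 to 56 alone, caudate putamen (-0.0070) and subventricular zone (-0.0030) reversed, entorhinal cortex lost the threshold (-0.0085) and thalamus gained it (0.0082). Hypothalamus reversed with depth covariates (-0.00037). With males alone, anterior hippocampus lost the threshold (-0.0048), and hypothalamus (-0.0032) and thalamus (-0.0010) reversed. Over single mice left out, subventricular zone lay between -0.00039 and 0.0039 and thalamus between -0.0011 and 0.0032.

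Of the fixed lists, those past the threshold kept direction and threshold under each setting. With mice 16 to 56 alone, general astrocyte (-0.00067), endothelial (-0.0011), choroid plexus (-0.0010) and blood genes (-0.0094) reversed, none past the threshold, and endothelial genes did so with depth covariates (-0.00045). Blood genes lay between -0.00056 and 0.0169 over single mice left out.

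Of the values of single named genes, 25 of 230 lost the threshold under a setting and none reversed. Males alone account for 13 of these. A further 3 in entorhinal cortex lost it without replicate 52. Depth may limit the calls where the 10 libraries with fewer than 1e+06 reads enter, and no fit without these libraries is given. Groups of 2 or 3 libraries may limit the calls at 28 months, although males alone gave the most genes at that age (11233).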

Other observations

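Chosen only after the result was seen were the tests of the entorhinal library of mouse 52 and the spread without it, the tests of the Xist and Y-gene signals in single libraries, and of the olfactory bulb genes in motor cortex.

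The library labelled entorhinal cortex of mouse 52 had the profile of medulla. Genes that mark medulla had a mean of 7.86 log2 CPM in it, within the range of medulla libraries (7.85 to 8.59) and above the other entorhinal libraries (2.50 to 6.89). Entorhinal markers had a mean of 2.35, near medulla libraries (1.37 to 2.23) and below other entorhinal libraries (6.35 to 7.80). Of 58 medulla libraries, 0 were nearest to entorhinal cortex, which argues against an exchange of this library with a medulla library. A single wrong label, or tissue or RNA from medulla, is a candidate explanation and stays open. No biological explanation was tested.

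The male subventricular zone library of mouse 3 had Xist at 35.0% of the female median. If that share were RNA from a female library, the Y-linked genes would be expected at 65.0% of other males, and they were at 82.9%, below the range of those males (90.8% to 116%). The female posterior hippocampus library of mouse 38 had Y-linked genes at 14.7% of the male median and Xist at 74.4% of other females, within their range (72.0% to 144%). RNA from libraries of the other sex may be present in both, and since total RNA per cell and spread between mice are not known, these values leave the share open.

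Entorhinal cortex had the fewest genes changing with age, and a larger spread between its libraries is a candidate explanation. The median residual SD of a gene was 0.22 log2 there, the largest of the 15 regions, against 0.11 in motor cortex and 0.18 in pons, the next largest. Without the library of mouse 52 it was 0.21, still the largest. Its score slope of 0.025 lay within the range of the other regions. Without the library of mouse 52, 13 genes passed. With the mean of the choroid plexus genes as a covariate, 114 genes passed, against 33 without it, so the count also depends on this covariate. A weaker change with age in this region stays open, since its slope was also below the mean of the others.

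In thalamus, subventricular zone and anterior hippocampus, more genes differed from 3 months at 12 than at 15 months, and a batch that follows the mouse number is a candidate explanation. All 12- and 26-month mice have numbers up to 15. If such a batch acted, genes that differ at 12 months would move the same way from 21 to 26 months but not from 21 to 28 months. In thalamus, 86.8% did so to 26 and 34.7% to 28 months, a difference of 52.2 percentage points. In subventricular zone the shares were 92.9% and 33.2%, a difference of 59.7 points. In anterior hippocampus they were 64.2% and 39.1%, a difference of 25.2 points, which leaves that region open. A term for mice 1 to 15 beside the line over age passed the threshold for 3321 genes in thalamus, 1062 in subventricular zone and 1803 in anterior hippocampus, by edgeR. The term is not specific to these regions, since it passed for 920 genes in hypothalamus, 898 in medulla, 791 in pons, 632 in choroid plexus, 537 in motor cortex, 501 in cerebellum, 223 in visual cortex and 140 in entorhinal cortex, and for at most 4 in each of the other 4 regions. Of these, hypothalamus had 16 genes that differed from 3 months at 12 months and 80 at 15, and choroid plexus 4 and 102. Cerebellum (530 against 350) and olfactory bulb (981 against 773) also had more at 12 than at 15 months, by smaller ratios, and the directions were not compared there. With this term, the line over age had 828 genes in thalamus, where it had 684 without. A change with age that is not a line stays open, because the labels give no batch.

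In choroid plexus, 3336 genes differed from 3 months at 21 months, more than at 18, 26 or 28 months. With the mean of choroid plexus genes as a covariate, 2842 genes did, so the level of these genes does not account for the count. This covariate does not measure which neighbouring tissue was taken along, so an uneven share of such tissue stays open. Among the named falling genes, C1ql2, Rasl10a, Neurod1 and Sstr4 had their lowest means at 21 months, and Gpr17 did not. C1ql2 was at 7.19 CPM at 21 months and at 17.0 CPM at 26 months. With males alone, 495 genes differed at 21 months (n = 6), again the most of any age, against 183 at 26 months (n = 5) and 304 at 28 months (n = 3). At 18 months 17 genes differed in males (n = 5), so the number of mice does not account for the excess over that age. Whether the excess belongs to females was not tested.

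In the main fit, the most genes differed between the sexes in 4 regions: medulla, hypothalamus, posterior hippocampus and motor cortex. A batch that follows the mouse number was weighed first there, since males and females of most ages have separate number ranges. With mice 16 to 56 alone, caudate putamen (266), visual cortex (178), olfactory bulb (144) and choroid plexus (117) had more genes than posterior hippocampus (93). The batch was not tested in those regions. Genes called in mice 16 to 56 were set against the direction of the sex difference in 12-month mice, whose numbers alternate. In medulla, 75.1% of 3553 genes had the same direction, as high as in 3 of 126 splits of those mice (exact 1-sided p = 0.0238). In posterior hippocampus it was 83.9% of 87 genes (exact p = 0.0198) and in motor cortex 77.5% of 449 genes (exact p = 0.00794, each adjusted to 0.0317). In hypothalamus it was 67.5% of 677 genes (exact p = 0.0873), with 4 females and 5 males in the test. In the 12-month mice alone, 214 genes differed between the sexes in hypothalamus, against 4 to 14 in each other region, so a difference is also present there where the numbers alternate. Whether these are the genes called in mice 16 to 56 was not tested, and the explanation stays open in hypothalamus. In the other 3 regions these values argue against such a batch as the whole cause, but the median difference in the called direction was smaller in 12-month mice, 0.081 log2 in medulla against 0.25 in mice 16 to 56, so a partial contribution may remain.

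Tissue taken along with the region was weighed next. In medulla, the sex difference across genes correlated with the difference between pons and medulla at r = 0.243, the largest of 14 regions. Genes are not independent replicates, and a value between the limits set beforehand decides nothing. In motor cortex, tissue from the olfactory bulb is a candidate explanation. The mean of 20 genes much higher in olfactory bulb was 1.24 ± 0.51 log2 CPM in female libraries (SD, n = 25) and 0.61 ± 0.21 in male libraries (SD, n = 26), and 12 of 18 tested were lower in males past the threshold. With this mean as a covariate, 46 genes differed between the sexes in motor cortex, against 529 without. Because the covariate itself differs between the sexes, the covariate also removes true sex differences that go along with it, and a biological difference stays open.

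Ages and sexes were also assigned at random to the mice, in 21 splits that include the real one. For genes changing with age, 1 of 21 splits gave as many genes as the real one, the real split itself, in 14 regions, and 2 of 21 in hypothalamus, where a random split gave 1226 genes against 1080. In caudate putamen the highest random count was 1340 against 1917, and in entorhinal cortex it was 31 against 33. For each later age against 3 months, for shared genes and for genes that differ between the sexes in level, 1 of 21 splits gave as many, the real one. The highest random counts were 745 at 12 months, 1546 at 15 months, 0 shared genes and 68 genes between the sexes. With 21 splits, a share below 1 of 21 cannot be seen, so these counts exclude chance only to that extent.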
